A study of Homo sapiens with 6 samples. Its data were reported in "Constitutively bound CTCF sites maintain 3D chromatin architecture and long-range epigenetically regulated domains" (2020).

How the data were processed

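The study measured chromatin contacts by Hi-C, in which cross-linked DNA is cut, ligated and sequenced as read pairs that join 2 places in the genome. LNCaP, an established prostate cancer cell line, was transfected with 20 nM of a non-targeting siRNA pool (control siRNA) or of an siRNA pool against the architectural protein CTCF, and collected after 144 h. The labels list 2 control siRNA libraries and 4 CTCF siRNA libraries. Samples were grouped by the siRNA in their labels. The labels number some CTCF siRNA libraries as further versions of a replicate, and what separates these is not stated.

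Per the methods, the authors cut DNA with BglII, mapped reads to hg19 with HiCUP and bowtie, tagged duplicates, and pooled the libraries of a condition into 1 matrix of 40 kb bins, for which they also computed bias offsets. TADs, regions whose parts contact each other more than their surroundings, were called by the authors from a directionality index with a hidden Markov model. The deposited files hold 1 contact map and 1 list of TAD coordinates per condition. The unit of the deposited contact values is a read-pair count multiplied by a correction factor for each bin of the pair, with no scaling for depth. With 1 pooled map per condition there is no replicate, so no p-value between conditions was computed, and every interval given covers counting error or the spread over positions only.

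The contact values had been taken to be raw counts when the comparisons were chosen, and the files showed otherwise. Factors differed from 1 between position 9400001 and position 48120000 and were the same at a given position on every chromosome. They were estimated from the values, and the counts were recovered by division. Of the values with a factor whose step was over 4 times the tolerance, 99.99% in control siRNA and 100.00% in CTCF siRNA came out whole within 0.0101 plus 0.05% of the value, against 2.28% and 2.40% if the remainders were random. The recovered counts were used in place of the deposited values, which were kept as an alternative chosen after the data were seen.

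A bin was used where its cis count, the contacts within its chromosome, reached 10% of the chromosome's median in both maps. A boundary was 1 position where facing edges of neighbouring TADs lay at most 100 kb apart, and any other TAD edge was its own boundary. Boundaries of the conditions within 40 kb were shared, and the others were lost or gained. For comparison, CTCF siRNA boundaries were shifted along their chromosomes 1000 times. A control TAD was merged where it lay, within 40 kb at each edge, inside a CTCF siRNA TAD that held at least 2 of them, and the converse was subdivision. The insulation value of a bin was the log2 of observed over expected contacts across it, divided by observed over expected contacts within flanks of 400 kb, with the expected value from each chromosome and distance. A lower value means fewer contacts across relative to the flanks. At least 50% of the bin pairs had to be usable. TAD interiors lay at least 5 bins from any boundary of either list. Medians carry 95% intervals from binomial order statistics and shares carry 95% Wilson intervals.

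TADs were called anew from iteratively balanced counts with a directionality index over 2 Mb and a hidden Markov model of 3 states, in the control map and in 5 random thinnings of the CTCF siRNA map to the cis count of the control. As a measure of counting noise, 2 disjoint draws of the CTCF siRNA map at that depth were compared in the same way, 5 times. Compartments were the first eigenvector of the correlation matrix of distance-corrected contacts in bins of 1000 kb, compared by Pearson's r per autosome. Counting errors of single bins came from 200 Poisson redraws, and that of the mean over the KLK region from redraws of all its counts together, since neighbouring bins share contacts. Correlations over autosomes used two-sided permutation tests with 100000 permutations and Benjamini-Hochberg adjustment over 4 relations. Positions were named by a rule fixed before the data were examined: the KLK region; the 3 lost boundaries with the largest rise and the 3 gained boundaries with the largest fall in insulation value with at least 50 contacts expected across; the TAD holding most TADs of the other condition, in each direction; and 5 interchromosomal pairs of 1 Mb bins, 1 per pair of chromosomes, with the highest lower value of observed over expected in the 2 maps and at least 20 contacts in each. Gene positions came from GENCODE on GRCh37.

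The insulation change and the TAD caller were tested on simulated maps drawn from the real contact decay and the control TADs of the autosomes, with contacts raised 2-fold within TADs and 200 boundaries removed in the simulated CTCF siRNA map. The median change was 0.97 at the 185 removed boundaries with a value and -0.02 at kept ones. The size of the first value follows from the 2-fold setting. The simulated maps had no GC bias or other bias of single bins. They therefore cannot show how the measure or the caller behaves under the bias of the real maps. The caller gave 2441 TADs where 2763 had been simulated in the control, 2264 where 2563 had been simulated in the thinned CTCF siRNA map, and 2413 when no boundary had been removed. Alternatives covered chromosomes, TAD sizes, matching distances, flanks, balancing, nearest contacts, depth, the caller and bin sizes. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and hmmlearn 0.3.3 were used. CTCF binding data were not used here.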

Results

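Hi-C maps of LNCaP cells were compared between control siRNA, pooled from 2 libraries, and CTCF siRNA, pooled from 4 libraries, to ask how CTCF depletion changes chromatin conformation. The control map held 26174655 read pairs and the CTCF siRNA map 87657954, a ratio of 3.35. The paper gives higher numbers of valid, mapped read pairs for both, and the reason for the difference was not tested. Contacts within a chromosome numbered 13665306 and 56304295. A usable 40 kb bin had a median of 367 cis contacts in control and 1258 in CTCF siRNA, so single positions were measured less precisely in the control. There was 1 map per condition and no replicate, so none of the differences below has been set against the spread between replicates.

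The maps differed in composition as well as in depth. The cis share was 52.2% in control (Wilson 95% interval 52.2 to 52.2%) and 64.2% in CTCF siRNA (64.2 to 64.2%). Of the cis contacts, 18.9% spanned over 2 Mb in control and 14.4% in CTCF siRNA. Leaving out contacts within a bin gave 23.8% and 18.6%. Coverage depended on GC content to different extents. Of 10 equal groups of bins ranked by GC content, the highest had 1.27 times the coverage of the lowest in control and 4.18 times in CTCF siRNA.

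**Figure D1:**
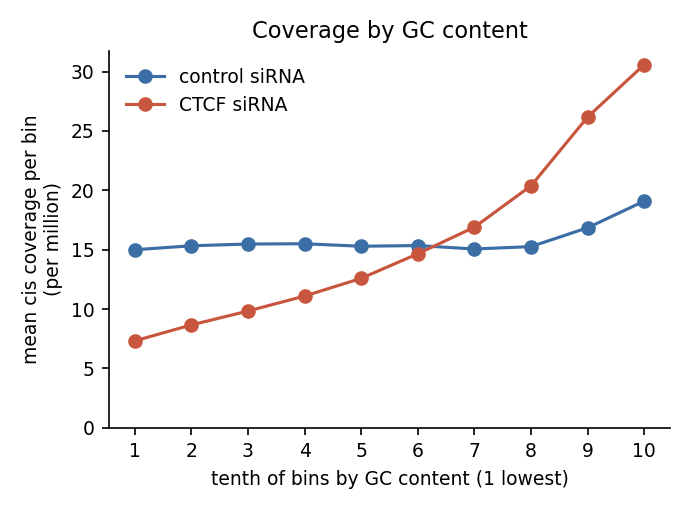
Mean cis coverage per 40 kb bin, scaled so that each map has the same total, in 10 equal groups of bins ranked by GC content. Coverage rose from 7.32 to 30.6 in CTCF siRNA, and the ratio of highest to lowest was 1.27 in control.

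The first question was whether the organisation of the genome into TADs changed. The deposited lists held 2864 TADs in control and 2389 in CTCF siRNA, so that the number fell by 475 or by 16.6%. The median TAD size was 720 kb in control (95% interval 720 to 760 kb) and 840 kb in CTCF siRNA (800 to 840 kb). With TADs of at most 3 Mb only, the difference in medians moved from 120 kb to 80 kb. TADs over 2 Mb made up 6.35% of the control list and 11.3% of the CTCF siRNA list. TADs covered 2.64 Gb in control and 2.58 Gb in CTCF siRNA. The number of TADs was lower in CTCF siRNA on 21 of 24 chromosomes. The exceptions were chromosome 19 with 56 TADs in control and 68 in CTCF siRNA, chromosome 22 with 36 and 39, and chromosome Y with 3 and 5.

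TAD boundaries were then intersected between the conditions. Of 2893 boundaries in CTCF siRNA, 1825 had a control boundary within 40 kb, a share of 63.1% (Wilson 95% interval 61.3 to 64.8%). After random shifts along the chromosomes the median share was 15.3%, and none of 1000 shifts exceeded 17.2%. The remaining 1068 boundaries were gained. Of 3475 control boundaries, 1646 were lost, a share of 47.4% (45.7 to 49.0%). The distance that counts as shared moved these values most. When boundaries had to touch, 47.3% of CTCF siRNA boundaries were shared and 60.6% of control boundaries were lost. A total of 897 control TADs, or 31.3% (29.6 to 33.0%), lay inside 394 larger CTCF siRNA TADs. In the other direction 321 CTCF siRNA TADs, or 13.4% (12.1 to 14.9%), lay inside 151 control TADs. The CTCF siRNA TAD that held the most control TADs spanned 59500001 to 73300000 on chromosome 13 in hg19, was 13.8 Mb long, held 6 control TADs and overlapped 10 protein-coding genes. The control TAD that held the most CTCF siRNA TADs spanned 49100001 to 50620000 on chromosome 19, was 1.52 Mb long, held 4 and overlapped 85 protein-coding genes. The TAD on chromosome 13 was the longest of the CTCF siRNA list, and the longest control TAD was 6.32 Mb. GC content was 38.5% on chromosome 13 and 48.4% on chromosome 19, so the different GC bias of the libraries stays open for both examples.

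Contacts across the boundaries were measured to see whether the calls reflected the contacts themselves. At lost boundaries the median insulation value was -0.72 in control and -0.12 in CTCF siRNA. The median change was 0.55 (95% interval 0.52 to 0.58) over the 1475 lost boundaries with a value, and the value rose at 94.2% of them. Maintained boundaries also rose, by a median of 0.33 (0.31 to 0.35) over 1515 positions. Gained boundaries changed by -0.11 (-0.16 to -0.09) over 936 positions. TAD interiors, taken as background, changed by -0.07 (-0.07 to -0.06) over 24735 bins. With the values as deposited in place of recovered counts, the changes at lost, maintained and gained boundaries and in TAD interiors were 0.20, -0.026, -0.48 and -0.38. The 95% interval at maintained boundaries was then -0.058 to 0.023 and included 0. A rise above 0 was seen there with recovered counts only. The deposited values lowered the change in every class, TAD interiors included. Lost and maintained boundaries both stayed above the interiors, so relative to the interiors both rose in either form of the values.

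**Figure D2:**
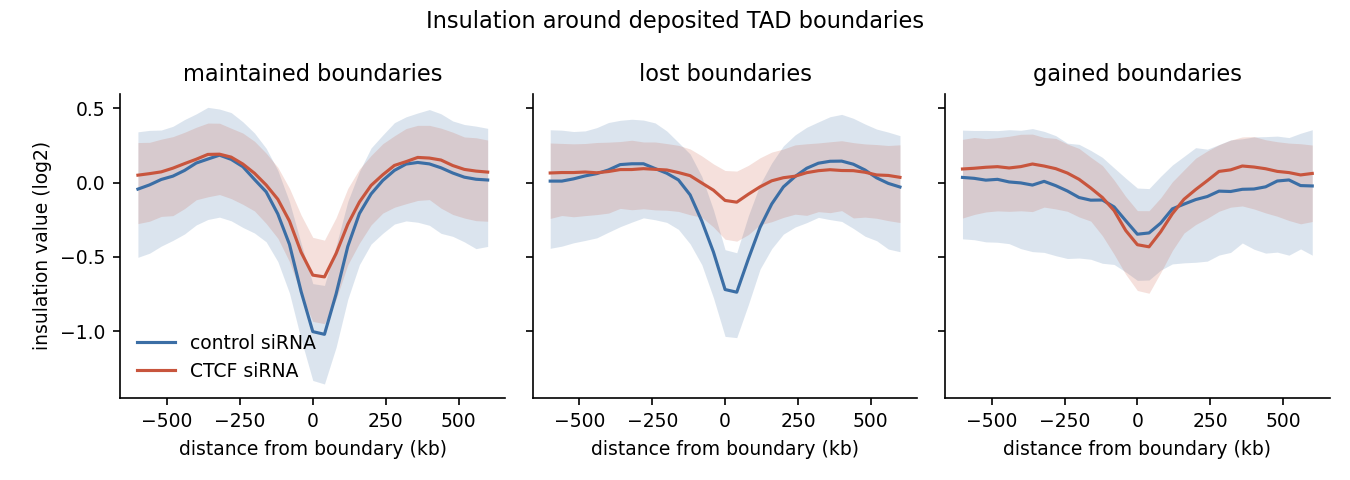
Insulation value (log2) within 600 kb of maintained, lost and gained boundaries in the 2 maps; lines are medians over boundaries and shaded bands run from the lower to the upper quartile. At lost boundaries the dip of -0.72 in control was -0.12 in CTCF siRNA, and at maintained boundaries a dip remained in both.

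The lost boundary with the largest rise lay at 110720001 to 110760000 on chromosome 6, a bin that overlaps DDO and SLC22A16. Its insulation value was -1.86 ± 0.14 (counting SD) in control, from 116 contacts across where 347 were expected, and -0.03 ± 0.04 in CTCF siRNA, from 1829 contacts where 1297 were expected. The next rises were 1.81 ± 0.14 at 180920001 to 180960000 on chromosome 2, nearest to CWC22, and 1.74 ± 0.29 at 152040001 to 152080000 on chromosome X, which overlaps ZNF185 and had 29 contacts across in control. The largest falls at gained boundaries were -1.28 ± 0.13 at 79960001 to 80000000 on chromosome 9 in VPS13A, -1.21 ± 0.09 at 39920001 to 39960000 on chromosome X, which overlaps BCOR, and -1.16 ± 0.11 at 198320001 to 198360000 on chromosome 2, which overlaps COQ10B and HSPD1. At the BCOR position contacts across were above expectation in both maps, with 409 where 203 were expected in control and 1339 where 714 were expected in CTCF siRNA, so its value fell relative to the flanks. These positions are the extremes of a large set, which favours large values.

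**Figure D3:**
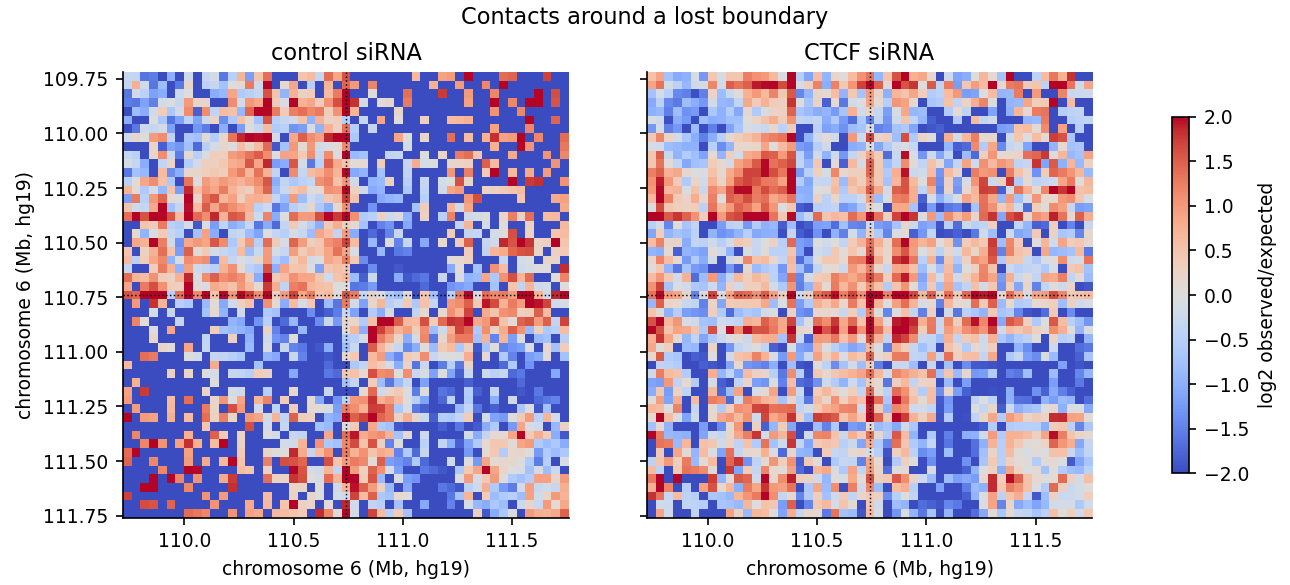
Contacts between 40 kb bins on chromosome 6 (Mb, hg19) around the lost boundary at 110720001 to 110760000 (dotted), as log2 observed over expected from recovered counts without bias correction. Contacts between the sides of the boundary were below expectation in control, with 116 across the position where 347 were expected, and above it in CTCF siRNA, with 1829 where 1297 were expected; stripes are bins of high coverage.

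Because TAD callers respond to depth, TADs were called anew at matched depth. The control map gave 3186 TADs and the thinned CTCF siRNA map a mean of 2722, with a range of 2704 to 2747 over 5 thinnings. At full depth the CTCF siRNA map gave 2801. The difference was -14.6% at matched depth, and over the alternatives it lay between -12.1% at full depth and -19.1% with raw counts. Of the boundaries called anew in control, 68.3% lay within 40 kb of a deposited control boundary, and 43.8% of one in the CTCF siRNA list. For CTCF siRNA 58.3% lay near its own list and 56.6% near the control list, so the caller did not return the deposited lists and its CTCF siRNA boundaries were hardly closer to their own list than to that of the control. Between the control and the thinned map, 43.1% of control boundaries were lost (42.7 to 43.7% over thinnings). Between 2 disjoint draws of the CTCF siRNA map at the same depth the share was 21.7% (20.9 to 22.7%).

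**Figure D4:**
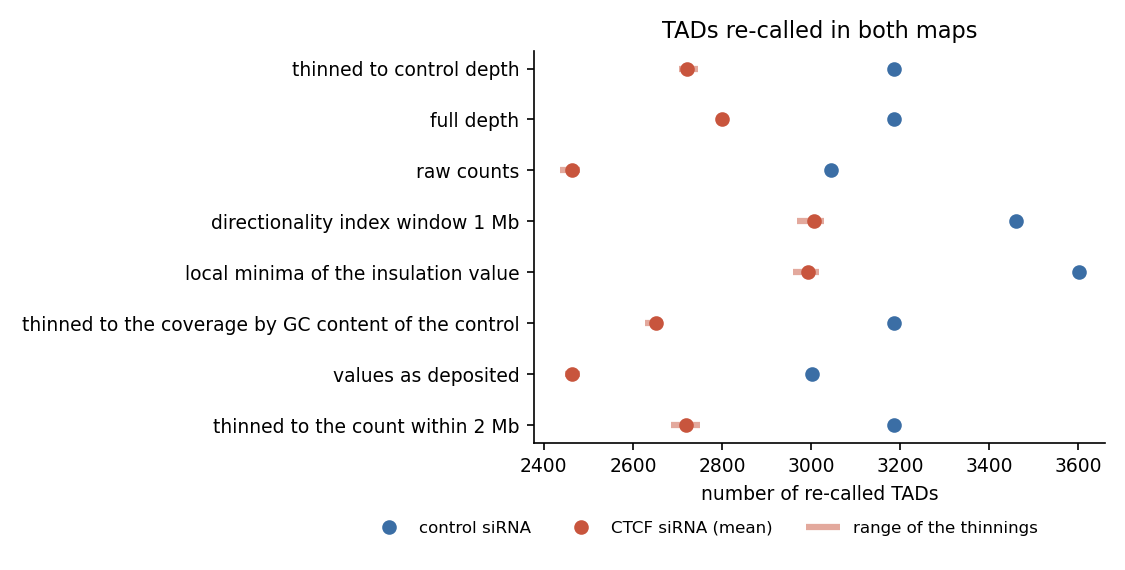
Number of TADs called anew in control (blue) and CTCF siRNA (red, mean) for each setting, with bars for the range over thinnings; the axis does not start at 0. The control had more TADs in each setting, 3186 against 2722 at matched depth.

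Compartments were compared as a second level of structure. The median correlation of the first eigenvector over 22 autosomes was 0.612 (95% interval 0.437 to 0.750) between conditions, and 0.926 between 2 draws of the CTCF siRNA map. With the CTCF siRNA map thinned to the depth of the draws it was 0.693 between conditions, and in bins of 500 kb 0.722. The value depended on how the eigenvector was defined. With the correlation matrix centred, a choice made after the data were seen, it was 0.922 between conditions and 0.957 between draws. The lowest correlation was then 0.0126 between conditions, on chromosome 20, and 0.0305 between draws, on chromosome 4. Whether the first eigenvector follows compartments on each chromosome was not checked. A low correlation therefore need not mean a change in compartments.

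The KLK region on chromosome 19, the locus of interest of the study, holds 15 KLK genes from KLK1 to KLK14 in 7 bins between 51320001 and 51600000. A TAD from 50620001 to 52300000 covered it in both lists. The mean change in insulation value over the 7 bins was 0.063 with a counting SD of the mean of 0.063. It depended on the flank, with -0.017 ± 0.076 for flanks of 200 kb and 0.24 ± 0.05 for flanks of 800 kb. The mean hides opposite changes along the region. The bin at 51320001 to 51360000, which holds KLK1, KLK15 and part of KLK3, changed by -0.32 ± 0.07, and the bin at 51560001 to 51600000, with KLK14 and part of KLK13, by 0.56 ± 0.09. The bins between them changed in order by -0.23, -0.11, -0.005, 0.23 and 0.31, so the change rose from each bin to the next. Neighbouring bins share contacts, so these are not separate results. Contacts between the bins of the region numbered 412 in control, 1.14 times the expected number (Poisson 95% interval 1.04 to 1.26), and 2421 in CTCF siRNA, 1.09 times (1.05 to 1.14). A difference in contacts within the region was not detectable at this depth.

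Interchromosomal contacts were examined in pairs of 1 Mb bins. The highest values were found between chromosome 1 at 121000001 to 122000000 and chromosome 19 at 27000001 to 28000000, with 369 contacts in control, 277 times the expected number, and 800 in CTCF siRNA, 309 times; 98.6% of the control contacts lay in 1 pair of 40 kb bins. Chromosome 6 at 42000001 to 43000000 and chromosome 16 at 72000001 to 73000000 had 340 and 1812 contacts. Chromosome 1 at 142000001 to 143000000 and chromosome 4 at 49000001 to 50000000 had 39 and 179. Chromosome 4 at 98000001 to 99000000 and chromosome 6 at 87000001 to 88000000 had 328 and 762. Chromosome 4 at 96000001 to 97000000 and chromosome 10 at 95000001 to 96000000 had 170 and 682.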

Values the study reported

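The study reported 2864 TADs with a median size of 720 kb in control cells and 2389 TADs with a median of 840 kb after CTCF siRNA, covering 2.64 and 2.58 Gb. It counted 2057 of 2609 boundaries as maintained, 1022 of 3079 control boundaries as lost and 552 as new. It described 416 control TADs, 14.5%, as merged, and 160 new smaller TADs, 6.7%.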

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

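The test of the pairs below for random contacts was chosen only after the result was seen. Interchromosomal contacts, which no TAD comparison uses, had separate Poisson 95% intervals in the 2 maps, with the higher value in CTCF siRNA, for 2 of the 5 pairs. Between chromosome 6 and chromosome 16 the contacts were 210 times the expected number in CTCF siRNA and 131 times in control. Between chromosome 4 and chromosome 10 they were 108 times and 75.2 times. For chromosomes 1 and 4 those intervals overlapped, but the ratio of CTCF siRNA to control was 1.47 with a 95% interval of 1.03 to 2.13. Reads of near-identical sequence would collect in few bin pairs, but at most 5.35% and 10.6% of the contacts lay in 1 pair of 40 kb bins, and neighbouring pairs were enriched. A larger share of random contacts in the control would lower every pair alike. The ratio between the maps had an upper 95% limit of 1.14 for chromosomes 4 and 6 and a lower limit of 1.42 for chromosomes 6 and 16. This argues against random contacts as the whole explanation of all 5 pairs, but it rests on chromosomes 4 and 6 being affected like the others. The cis share was lower in control, 52.2% against 64.2%, so random contacts may still account for the higher values at the 2 pairs. The pairs may be rearrangements carried by the cell line whose share of cells differed between cultures, or may reflect the siRNA. Neither was tested, and the different GC bias of the libraries at these positions also stays open.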

How the results depend on the processing

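Of 63 alternatives to 16 results, 2 reversed the direction of the main value and both are given below. Deposited values, thinning by GC content, thinning to the count within 2 Mb and the centred eigenvector were chosen after seeing the data. No paired analysis was possible because the libraries of each condition were pooled into 1 map by the authors, and for the same reason leaving out a replicate was not possible.

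The number of TADs, the numbers merged and subdivided and the difference in TADs called anew stayed within 1.5 times of the main value in every alternative run. With TADs of at most 3 Mb only, the difference in median size was 80 kb and that in genome length -0.294 Gb, by the removal of long TADs. The share of CTCF siRNA boundaries present in control was 47.3% when boundaries had to touch, 68.4% within 80 kb and 68.4% within 100 kb, and 70.2% with facing edges joined within 400 kb. The share of control boundaries lost was 60.6%, 42.6%, 42.6% and 39.6% in the same order. The difference in cis share was 12.1 percentage points on autosomes, and that in contacts over 2 Mb was -5.23 without contacts within a bin.

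The insulation change at lost boundaries was 0.58 and 0.48 with flanks of 200 and 800 kb, 0.52 with balanced counts, 0.61 without the nearest contacts and 0.20 with the values as deposited. At maintained boundaries it was 0.27 with balanced counts, 0.36 without the nearest contacts, 0.30 with thinning by GC content and -0.026 with the values as deposited, a change of sign with a 95% interval of -0.058 to 0.023. At gained boundaries it was -0.16 and -0.033 with flanks of 200 and 800 kb, -0.16 with balanced counts, -0.16 without the nearest contacts and -0.48 with the values as deposited. The deposited values lowered TAD interiors alike, to -0.38, so they shifted every class; the cause of the other movements was not tested.

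The 2 draws of 1 map differed in 25.6% of boundaries by insulation minima. The compartment correlation was 0.922 with the centred matrix. The mean over the KLK region changed by -0.017 with flanks of 200 kb, a change of sign within its counting SD of 0.076. With flanks of 800 kb it changed by 0.24, and the cause was not tested. The depth of the control limits what single positions can show.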

Other observations

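Calling TADs anew at matched depth was planned, but what it would show if depth were the cause was written down only after first values had been seen. The tests of GC content against the deposited TAD numbers and of factors rising with the coverage of chromosome 21 were chosen only after the results were seen, and thinning by GC content was added after the files were seen. The neighbours of interchromosomal pairs were set against the background of their own map only after the values were seen.

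The number of control TADs merged was 897 here. That is higher than the value quoted from the study above. The share of control TADs merged was 31.3% here. This is higher than the value quoted from the study above. The number of CTCF siRNA TADs from subdivision was 321 here. That is higher than the value quoted from the study above. The share from subdivision was 13.4% here. This is higher than the value quoted from the study above. The number of control boundaries lost was 1646 here. It is above the value quoted from the study. The number of boundaries gained was 1068 here. This lies above the value quoted from the study. The definition of a boundary may account for part of the difference, since joining facing edges within 400 kb left 2986 and 2573 boundaries here in place of 3475 and 2893, with 39.6% of control boundaries lost. The rule for merging may differ too, since the larger TADs numbered 394, and 735 control TADs were merged with a tolerance of 0 kb.

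Depth as the explanation of fewer TADs would bring the thinned CTCF siRNA map up to the control, but its highest number was 2747 against 3186. Matching coverage by GC content as well left at most 2668. With the directionality index, at most 22.7% of boundaries were lost between draws of 1 map, against at least 42.7% between conditions; with insulation minima the means were 25.6% and 50.3%. At boundaries called anew from recovered counts, selecting positions by their calls gave a rise of at most 0.070 between draws, against at least 0.48 over the 5 thinnings between conditions. Boundaries shared between control and the thinned map rose too, by 0.35 to 0.37 over thinnings, so a rise was not specific to lost boundaries. These comparisons were not repeated with the values as deposited, where the rise at lost boundaries of the deposited list was 0.20. Matching coverage by GC content left a rise of 0.52 at lost boundaries of the deposited list. The share of boundaries lost was not computed with that matching, and draws of 1 map share its GC bias. In the deposited lists, 53.8% of control boundaries were lost in bins at or below the median GC content and 41.5% above it. GC bias therefore stays open for that share. Differences between the libraries other than depth and GC content also stay open, since each condition has 1 pooled map. Library preparation and siRNA cannot be separated. From these maps alone, an effect of CTCF depletion is therefore a hypothesis. The paper also draws on loss of CTCF protein, loss of most CTCF binding, and persistent CTCF sites enriched at maintained boundaries. That evidence was not examined here.

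The change in TAD number followed the GC content of the chromosome. Over 22 autosomes the log2 ratio of deposited TAD numbers had r = 0.914 (permutation p = 1e-05, adjusted 2e-05, the smallest p these permutations can give) and rho = 0.878 (permutation p = 1e-05). Without chromosomes 19 and 22 r was 0.820. The ratio of cis contacts had r = 0.943 with GC content. The relation with the deposited numbers is consistent with the GC bias of the CTCF siRNA libraries. In TADs called anew at matched depth r was 0.543 (permutation p = 0.0099, adjusted 0.0099), and after matching coverage by GC content it was 0.643 (permutation p = 0.00158, adjusted 0.00211), so removing the bias did not remove the relation there. A property of GC-rich chromosomes themselves stays open and was not tested.

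The correction factors in the deposited values were the same on every chromosome. Before the test, factors of chromosome 21 applied to all chromosomes were predicted to fall as its coverage rises. They rose instead, with rho of 0.990 in control and 0.976 in CTCF siRNA, so the prediction as written failed. The highest rho with any other chromosome was 0.263. A candidate explanation, formed after this result, is that offsets that rise with the coverage of chromosome 21 were multiplied into all chromosomes. The deposited TAD calls showed no trace of them: boundaries coincided between chromosomes in this range 0.921 times as often as after random shifts in control. With the values as deposited, the control insulation value in TAD interiors outside the range of the factors was also shifted, with a change between conditions of -0.38 in place of -0.07. The largest control factor was 51.7, at 15880001 to 15920000, where the CTCF siRNA factor was 0.868. Whether this factor caused the shift was not tested.

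Of the other interchromosomal pairs, the contacts between chromosomes 1 and 19 lay to 98.6% in 1 pair of 40 kb bins, which is consistent with misplaced reads of near-identical sequence, though 21.1% of its neighbouring pairs were enriched. For chromosomes 4 and 6 the highest share was 1.97%, and 35.4% of neighbouring pairs in control and 31.2% in CTCF siRNA were enriched, against 6.52% and 2.17% of random pairs, which argues against misplaced reads. For chromosomes 1 and 4 the highest share was 10.3%, with 28.6% of 14 neighbouring pairs enriched in each map. That is over 5 times the background in CTCF siRNA, 2.17%, but not in control, 6.52%, so misplaced reads and true contacts cannot be told apart there. No biological explanation was tested.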
